# Stomach-specific c-Myc overexpression drives gastric adenoma in mice through AKT/mammalian target of rapamycin signaling

**DOI:** 10.17305/bjbms.2020.4978

**Published:** 2021-08

**Authors:** Jing Liu, Wenxin Feng, Min Liu, Hanyu Rao, Xiaoxue Li, Yan Teng, Xiao Yang, Jin Xu, Wei-Qiang Gao, Li Li

**Keywords:** c-Myc, gastric adenoma, transgenic, AKT/mammalian target of rapamycin

## Abstract

Gastric cancer (GC) is one of the most common malignant cancers in the world. *c-Myc*, a well-known oncogene, is commonly amplified in many cancers, including GC. However, it is still not completely understood how *c-Myc* functions in GC. Here, we generated a stomach-specific *c-Myc* transgenic mouse model to investigate its role in GC. We found that overexpression of *c-Myc* in *Atp4b^+^* gastric parietal cells could induce gastric adenoma in mice. Mechanistically, *c-Myc* promoted tumorigenesis through the AKT/ mammalian target of rapamycin (mTOR) pathway. Furthermore, AKT inhibitor (MK-2206) or mTOR inhibitor (rapamycin) inhibited the proliferation of *c-Myc* overexpressing GC cell lines and the initiation of gastric tumorigenesis in *c-Myc* transgenic mice. Thus, our findings highlight that gastric tumorigenesis can be induced by *c-Myc* overexpression through activation of the AKT/mTOR pathway.

## INTRODUCTION

Gastric cancer (GC) is one of the most common malignant cancers in the world. It was reported that in 2018, the incidence of GC ranked the fifth in the world, while the mortality rate ranked the third [1]. East Asian countries, including China, have a high incidence of GC, partly due to the high-salt diet. Although the diagnosis means have improved in recent years, the diagnosis of early GC is still poor because of the lack of apparent symptoms. Besides, patients receiving a conventional treatment have a recurrence rate of 50% and a 5-year survival rate of 20% [2]. According to the Lauren classification [3], GC can be classified into two types: Intestinal type and diffuse type, of which the intestinal-type gastric cancer accounts for 60%-75% [4]. Gastric carcinogenesis follows a series of precancerous phases, which is called Correa’s cascade [5], including chronic gastritis, atrophic gastritis, intestinal metaplasia (IM), dysplasia, and eventually GC. As the precancerous lesions of GC can last for a long period, it is important to identify the causal drivers for the development of early GC.

Mouse model is commonly used to investigate the pathogenesis of various cancers since the protein-coding genes of mice and human share high similarity [6]. Establishment of mouse models of GC has progressed from chemically induced random mutagenesis, to bacterial-induced dysplasia and to genetically engineered mouse models (GEMMs) [7]. These models have revolutionized our understanding of the effects of diet, bacteria, and genes on gastric carcinogenesis. Of these, GEMMs are proven to be the most useful tool for dissecting the roles that individual genes and signaling pathways play in GC. These models include the introduction of mutations in oncogenes and tumor suppressor gene loci, as well as abnormal expression of signaling factors.

The *c-Myc* is a well-known oncogene involved in various cancers, including GC. Amplification of *c-Myc* in GC has been reported in several studies [8-11]. Gain of *c-Myc* copies (≥3) is linked with late on-set, intestinal-type, advanced tumor stage, and distant metastasis, while *c-Myc* hypomethylation is associated with diffuse-type GC [12]. It is reported that *c-Myc* overexpression is more frequently observed in GC than gene amplification [13,14]. *c-Myc* overexpression was described in over 40% of GC [15]. De Souza et al. observed that 77% of the gastric tumors present significantly increased *c-Myc* mRNA expression, which was associated with deeper tumor extension and metastasis [12,16]. Notably, overexpression of *c-Myc* is more frequently observed in intestinal-type GC than diffuse-type GC [12,17,18] and is associated with malignant progress and poor survival in GC patients [18-20]. MYC protein expression increased progressively from chronic gastritis, IM, dysplasia, early GC to progressive GC [17,18,21,22]. However, whether overexpression of *c-Myc* is sufficient to cause GC remains unclear.

The *c-Myc* plays a crucial role in several cellular functions, such as cell proliferation, differentiation, and cell cycle progression [23]. It was reported that c-*Myc* transcriptionally regulates the expression of TRAP1, which controls primary and metastatic tumor growth [24]. In renal cell carcinoma (RCC), c-*Myc* induces RCC in a glutamine-addicted way [25]. Significant upregulation of *c-MYC* proteins, which is resulted from alterations of the Wnt and Ras pathways, is often seen in 70% colorectal cancer [26-28]. While in GC, it was reported that *BRD4* could promote GC progression through positive regulation of *c-Myc* in transcription and epigenetic levels [29] and knockdown of *c-Myc* could inhibit the growth and proliferation of GC cell lines [30,31]. Liu et al. reported that USP22 promoted GC progression through the activation of *c-Myc/NAMPT/SIRT1*-dependent FOXO1 and YAP signaling pathways [32]. Xu et al. found that KLF5 and MYC could transcriptionally enhance the expression of LINC00346, which was a GC inducer *in vitro* and *in vivo* [33]. Choi et al. reported that YAP/TAZ activation could initiate gastric carcinogenesis through transcriptionally upregulating MYC in the knockout mice for *Lats1* and *Lats2* [34]. There have been several *Myc*-driven mouse models of cancer, including prostate cancer [35] and renal cell carcinoma [25], but not GC, to the best of our knowledge. It was reported that MYC inactivation could induce sustained regression of invasive liver cancer in a MYC transgenic mouse model [36]. Thus, investigating the direct impact of *c-Myc* on GC would be of great interest to uncover new therapies for GC.

In this study, we generated a novel gastric tumor model in which human *c-Myc* is highly expressed in gastric parietal cells to investigate the definite role of *c-Myc* in GC. We present data indicating that these mice developed the phenotypic features of the gastric adenoma, with a step-wise tumorigenic progression from hyperplasia to metaplasia, dysplasia, and finally adenoma in gastric mucosa. Importantly, our findings highlight a mechanism by which gastric adenoma can be induced by stomach-specific *c-Myc* overexpression through activation of the AKT/mammalian target of rapamycin (mTOR) pathway.

## MATERIALS AND METHODS

### Mice

*Atp4b-cre* mice were gifted from Dr. Xiao Yang and described previously [37]. *Myc^fl/fl^* mice were purchased from the Jackson Laboratory and were also described previously [38]. *Atp4b-cre; Myc^fl/+^*, referred as *Atp4b-cre; Myc^OE^* mice were generated by crossing *Atp4b-cre* mice with *Myc^fl/fl^* mice. *Myc^fl/fl^* mice were used as control. Both male and female mice were used for experiments since no difference of sex has been observed. All the mouse strains were generated in a C57BL/6 background and were born and maintained in a specific-pathogen-free (SPF) facility and all experimental procedures were approved by the Animal Ethics Committee of School of Biomedical Engineering and Med-X Research Institute, Shanghai Jiao Tong University. All institutional and national guidelines for the care and use of laboratory animals were followed. Primers for genotyping are shown in Table S1.

**TABLE S1:**
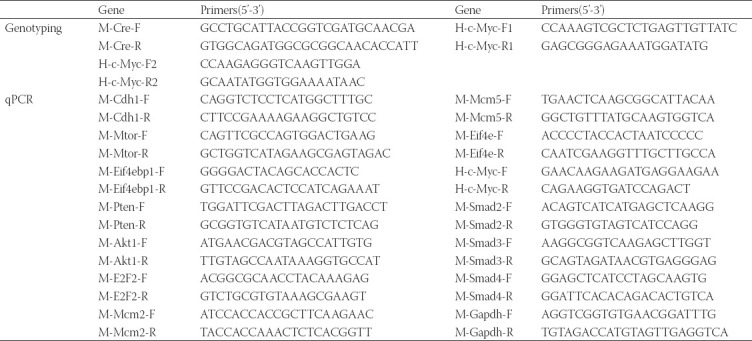
Primers for genotyping and qPCR

### Histology, hematoxylin and eosin (H&E), and immunohistochemistry (IHC) staining

Mice were sacrificed at different ages (12 w, 25 w, and 35 w). Mouse stomachs were then harvested, cut open through the greater curvature, and washed 3 times in phosphate-buffered saline by vigorous shaking. Tissues were fixed in 4% poly-formaldehyde for 24 hours at 4°C, then dehydrated and embedded in paraffin. Sections (5 μm) were cut and stained with H&E. Tumor grades (0-4) were scored according to the previous report [39]. For IHC staining, sections were deparaffinized, rehydrated, subjected to antigen retrieval in citrate buffer, and quenched for endogenous peroxidases with 3% H_2_O_2_. Blocking was performed with 5% BSA for 1 hour at room temperature. The primary antibodies used here were anti-c-MYC (Abcam, ab32072, 1:200), anti-Ki67 (Abcam, ab15580, 1:2000), anti-MUC2 (Santa, sc-515032, 1:200), and anti-MUC5AC (Abcam, ab3649, 1:200). Periodic Acid-Schiff/Alcian Blue (PAS/AB) staining was performed using AB/PAS stain kit (Solarbio, G1285). Staining intensities were calculated using Image J software.

### Western blotting

Tissue and cell lysates were prepared by strong radioimmunoprecipitation assay buffer (Beyotime, P0013B) containing protease inhibitors and supplemented with protein phosphatase inhibitors (mammalian cell entry [MCE]). The proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis gels and then transferred to polyvinylidene fluoride membranes (Millipore). The membranes were blocked with 6% skim milk in Tris-Buffered Saline Tween-20 for 1.5 h at room temperature and subsequently incubated with specific primary antibodies overnight at 4°C followed by incubation with secondary antibodies for 1 h. The primary antibodies used in this study were as follows: Anti-flag-tag (cell signaling technology [CST], 14793, 1:1000), anti-c-MYC (Abcam, ab32072, 1:1000), anti-β-Actin (Abmart, P30002, 1:4000), anti-PI3K (CST, 4292, 1:1000), anti-p-PI3K (CST, 4228, 1:1000), anti-AKT (CST, 2920, 1:2000), anti-p-AKT (CST, 4060, 1:2000), anti-mTOR (CST, 2983, 1:1000), anti-p-mTOR (CST, 5536, 1:1000), and anti-GAPDH (BBI Life Sciences, D110016-0100).

### RNA extraction, reverse transcription, and real-time polymerase chain reaction (PCR)

Total RNA was extracted from tissues using RNA extraction kit (Bioteke) following the manufacturer’s protocol. RNA was then reverse-transcribed with RT reagent kit (Takara, Japan). The cDNAs were subsequently subjected to SYBR Green-based real-time PCR analysis. GAPDH was used for normalization. Data were shown as average values ± standard error of the mean (SEM). The *p* value was calculated using the Student’s t-test. The primers used in qPCR were listed in Table S1.

### RNA sequencing

Gastric mRNA was obtained from 12-week-old *Atp4b-cre; Myc^OE^* and wild type (WT) mice. Differential gene expression was analyzed using the DESeq2 package. The list of significance was determined by setting a false discovery rate (FDR) threshold at a level of <0.05 and |log_2_FC| of more than 0.585. All differentially expressed genes were subsequently analyzed for gene ontology (GO) and pathway analysis.

### Cell culture

AGS cell line was obtained from the American Type Culture Collection (ATCC) and cultured in RPMI-1640 supplemented with 10% fetal bovine serum (Thermo), 100 U/mL penicillin, and 0.1 mg/mL streptomycin (Thermo) at 37°C in a humidified 5% CO_2_ atmosphere.

### Plasmids and transfection

Human *c-Myc* cDNA was generated by PCR and cloned into pCMV6-Entry vector with Myc-tag and flag-tag. The constructs generated were confirmed by DNA sequencing. For transient transfection, AGS cells were transfected with the jetPRIME^®^ transfection reagent (Polyplus) according to the manufacturer’s instruction. Primers used for amplification of human *c-Myc* cDNA were as follows: Sense: 5’-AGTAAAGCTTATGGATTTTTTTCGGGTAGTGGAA-3’ and antisense: 5’-ATATACGCGTCGCACAAGAGTTCCGTAG-3’.

### CCK8 assays

Cell counting kit-8 (CCK-8, Dojindo, CK04), being non-radioactive, allows sensitive colorimetric assays for the determination of the number of viable cells in cell proliferation and cytotoxicity assays. Cells that transfected for 24 hours were seeded in 96-well plates at a density of 1 × 10^4^ cells/well. After cultured for 4 hours, cells were treated with MK-2206 and rapamycin at a concentration of 10 uM and 25 uM, respectively. After cultured for 12 hours, 24 hours, 36 hours, and 48 hours, cells were incubated with CCK8 for 2 hours at 37°C. Cell proliferation was determined by measuring the optical density value at 450 nm using a microplate reader (BioTek).

### MK-2206 and rapamycin treatment

*Atp4b-cre; Myc^OE^* mice, at 7 weeks of age, were treated with two inhibitors, MK-2206 and rapamycin, 3 mice in each group. MK-2206 (MCE, HY-10358) was prepared in 10% dimethyl sulfoxide (DMSO), 40% polyethylene glycol 300 (PEG300), 5% Tween-80, and 45% saline and administered to *c-Myc* transgenic mice by oral gavage at a dose of 100 mg/kg every other day for 2 weeks. Rapamycin (MCE, HY-10219) was prepared in 10% DMSO, 40% PEG300, 5% Tween-80, and 45% saline and administered to *c-Myc* transgenic mice by intraperitoneal injection at a dose of 5 mg/kg daily for 3 weeks. Mice were then sacrificed and stomachs were harvested for further HE staining.

### Statistical analysis

All experiments were repeated at least three times. Unless otherwise indicated, data were presented as mean ± SEM and analyzed for statistical significance by Kruskal–Wallis or Mann–Whitney using GraphPad Prism 6 software or SPSS 19.0 software. *p* < 0.05 was considered to be statistically significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Data availability

RNA-Seq raw data have been deposited in the Gene Expression Omnibus (GEO) under accession number GEO: GSE145583.

## RESULTS

### Overexpression of *c-Myc* in mouse gastric parietal cells induces gastric tumorigenesis

To investigate the role of *c-Myc* in GC, we first generated a mouse model with Cre-dependent targeted overexpression of *c-Myc*. *c-Myc*-floxed mice were crossed with *Atp4b-cre* to obtain *Atp4b-cre; Myc^OE^* mice (Figure 1A). In *Atp4b-cre; Myc^OE^* mice, *c-Myc* was specifically overexpressed in *Atp4b^+^* gastric parietal cell lineages, which are the most abundant cells in gastric mucosa. *Myc^fl/fl^* littermates of mice were used as control, referred to here as WT. After genotyping, *Atp4b-cre; Myc^OE^* mice were selected (Figure 1B). RT-qPCR and western blotting confirmed remarkable overexpression of *c-Myc* in the mouse stomach (Figure 1C). Compared with WT mice, *c-Myc* transgenic mice were viable and showed no significant alterations in weight. However, visible tumors were observed in the stomachs of *Atp4b-cre; Myc^OE^* mice (Figure 1D). Tumors were mainly occurred in the corpus of the mouse stomach. H&E staining showed abnormal hyperplasia in *c-Myc* transgenic mice (Figure 1E). By immunostaining, significant-high expression of c-MYC was confirmed in the gastric mucosa (Figure 1F). Collectively, these results demonstrate that stomach-specific overexpression of *c-Myc* can induce tumors in the mouse stomach.

**FIGURE 1:**
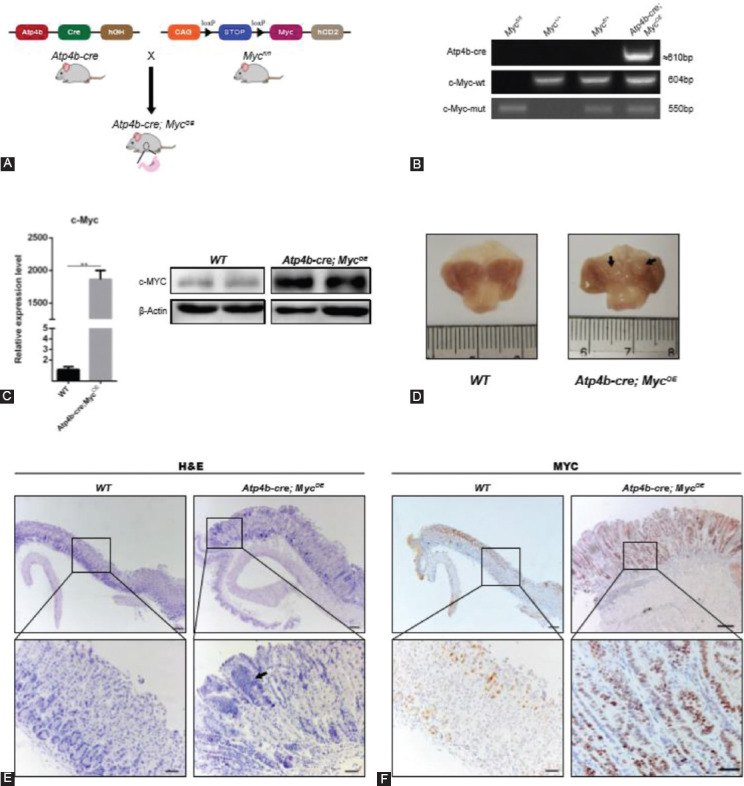
Generation of *Myc* transgenic mouse model of gastric adenoma. (A) Schematic representation of *Atp4b-cre; Myc*^OE^ mice. (B) Identification of *Atp4b-cre; Myc*^OE^ mice by polymerase chain reaction from genomic DNA. (C) Confirmation of *c-Myc* overexpression at RNA and protein level. (D) Gross pictures of *Atp4b-cre*; *Myc*^OE^ mouse stomach compared with wild type (WT) control. Arrows indicated protrusion in the corpus region. (E) Hematoxylin and eosin images (top, scale bar, 200 µm) and enlarged images (bottom, scale bar, 50 µm) of *Atp4b-cre; Myc*^OE^ and WT mouse stomachs (12 weeks of age). Arrows indicate dysplasia. (F) MYC immunohistochemistry (top, scale bar, 200 µm) and enlarged images (bottom, scale bar, 50 µm) of stomach sections from *Atp4b-cre; Myc*^OE^ and WT mice.

### *c-Myc* transgenic mice display an age-dependent progressive gastric histopathology

To analyze tumorigenesis driven by *c-Myc* in the stomach, mice were sacrificed at sequential time points. At gross examination, there was obvious mass protrusion in the corpus region. Tumor area increased as the mice grew older (Figure 2A). In histology sections, we found microscopic changes in the gastric mucosal epithelium of *Atp4b-cre; Myc^OE^* mice (Figure 2B and Table S2). At 12 weeks, there was a slight loss of parietal cells and chief cells, indicating atrophy. We also observed a moderate elongation of the surface-type epithelium, which was hyperplasia. At 25 weeks, these lesions became more severe, characterized by tubule branching and infolding, cell piling up, and increased nuclear–cytoplasmic (N–C) ratio (dysplasia). At 35 weeks, tumors progressed to adenoma. Cells in the lesions displayed hyperchromatic nuclei and loss of polarity with almost a total loss of parietal cells and chief cells. Inflammatory cells extended into submucosa and mucosa. Besides, we observed different degrees of IM in mice of three ages, with the most severe IM in mice at 25 weeks (Figure 2B). The intense Ki67 staining of these lesions suggested that they were highly proliferative (Figure 2C). Taken together, our results indicate that *c-Myc* overexpression in the mouse gastric mucosa triggers a stepwise progression from hyperplasia to adenoma. Besides, gastric tumorigenesis due to *c-Myc* overexpression shows characteristics of an early onset and a long precancerous stage.

**FIGURE 2:**
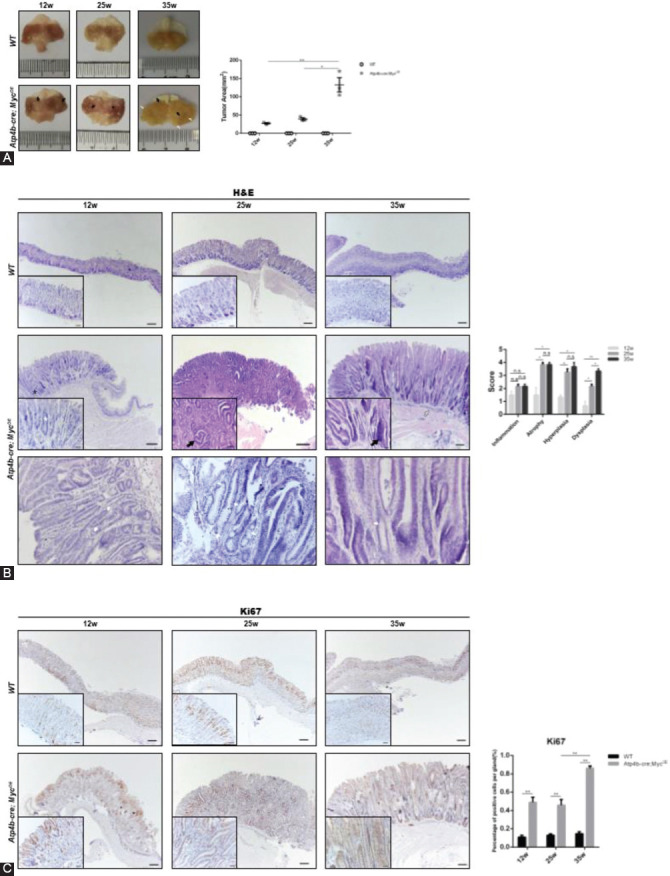
Representative gastric histopathology at different ages of *Myc* transgenic mice. (A) Gross pictures of stomachs from *Atp4b-cre; Myc*^OE^ and wild type (WT) mice at 12, 25, and 35 weeks of age. Black arrows indicated thickened gastric walls and white arrows indicated polypus. Black arrowhead indicated small tumors protruding from the mucous lining of the corpus. Tumor area (mm^2^) is quantified at right. (B) Serial hematoxylin and eosin staining (scale bar, 200 µm) and enlarged images (insets, scale bar, 50µm) of the fundic stomach mucosa from *Atp4b-cre; Myc*^OE^ and WT mice at 12, 25, and 35 weeks of age. The second row of HE pictures from *Atp4b-cre; Myc*^OE^ showed IM. White asterisk indicated atrophy with loss of parietal cells and chief cells. Black asterisk indicated hyperplasia. White arrows indicated the presence of goblet cells. Black arrows indicated dysplasia. Hollow arrow indicated inflammation. Histologic scores of fundus from *Atp4b-cre; Myc*^OE^ mice (n ≥ 3) were evaluated and showed at right. A score of 4 denotes the highest pathologic severity and a score of 0 denotes the normal condition [39]. (C) Immunohistochemistry images of Ki67 (scale bar, 200 µm) and enlarged images (insets, scale bar, 50 µm) of the fundic stomach mucosa from *Atp4b-cre; Myc*^OE^ and WT mice at 12, 25, and 35 weeks of age. Quantification of Ki67 staining is shown at right. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**TABLE S2:**
Disease progression in c-Myc transgenic mouse model

### *Atp4b-cre; Myc^OE^* transgenic mice exhibit increased intestinal characteristics and decreased gastric mucins

To further investigate the tumor characteristics in *c-Myc* transgenic mice, we performed immunostaining for intestinal and gastric markers in gastric tissues. It is well-known that IM is a precancerous lesion of GC [40]. IM is a process of gastric epithelial cells that undergo trans-differentiation to intestinal cells, which mainly express acid mucins [40]. As shown in Figure 3A, AB/PAS staining revealed AB^+^ cells (indicating acid mucins) in *Atp4b-cre; Myc^OE^* mice and PAS^+^ cells (indicating neutral mucins) in WT mice (Figure 3A). The normal gastric mucosa specifically expresses MUC5AC, which is mainly found in the superficial epithelium [41]. MUC2 is intestinal mucin and cannot be detected in the normal gastric mucosa [41]. Notably, MUC2 immunostaining showed positive expression of MUC2 in the gastric epithelium of *c-Myc* transgenic mice compared with WT mice, while the expression of MUC5AC in *Atp4b-cre; Myc^OE^* mice was decreased as MUC5AC staining indicated (Figure 3B and C). Together, these staining results indicate IM in *Atp4b-cre; Myc^OE^* mice and suggest that *c-Myc*-driven gastric tumors share similarities with intestinal-type GC.

**FIGURE 3:**
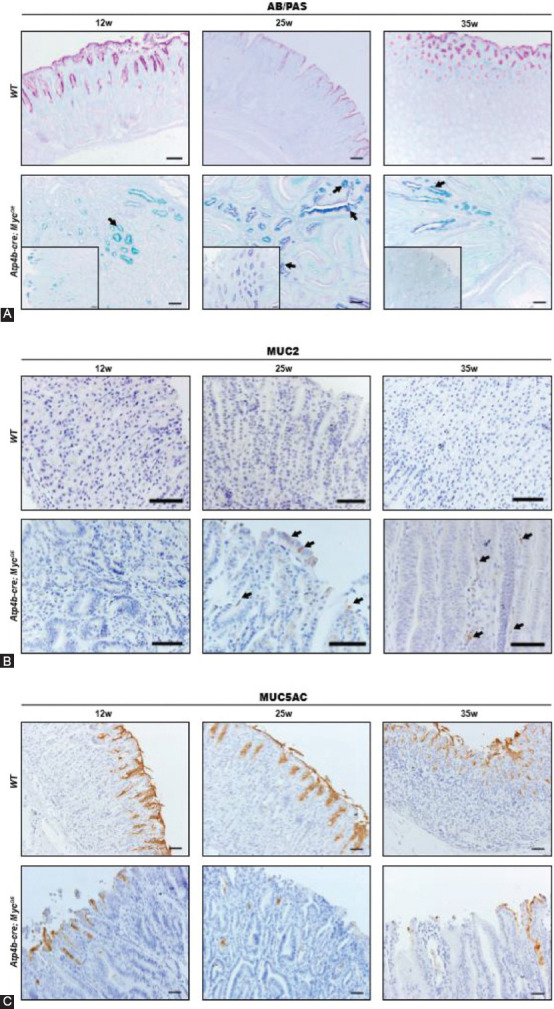
Increase of intestinal characteristics and decrease of gastric mucins. (A) Alcian blue and periodic acid-Schiff (AB/PAS)-stained sections of the fundic stomach mucosa from *Atp4b-cre; Myc*^OE^ and wild type (WT) mice at 12, 25, and 35 weeks of age. Insets showed the staining of the surface regions of mouse stomachs. Arrows indicated blue-stained goblet cells. Scale bars, 50 µm. (B) MUC2 staining of the fundic stomach mucosa from *Atp4b-cre; Myc*^OE^ and WT mice at 12, 25, and 35 weeks of age. Scale bars, 50 µm. Arrows indicate positive staining. (C) MUC5AC staining of the fundic stomach mucosa from *Atp4b-cre; Myc*^OE^ and WT mice at 12, 25, and 35 weeks of age. Scale bars, 50 µm.

### Transcriptome analysis reveals that *c-Myc* promotes tumorigenesis in mice by impacting PI3K/AKT signaling

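Gastric RNA from 2 WT and 2 *Atp4b-cre; Myc OE* mice at 12 weeks of age was sequenced. In *Atp4b-cre; Myc OE* mice, Cre recombinase expressed from the *Atp4b* promoter in the parietal cell lineage switches on a human *c-Myc* transgene, and *Myc fl/fl* littermates served as WT. The authors deposited the number of reads counted on each of 46095 mouse gene symbols in each sample, without normalization. The paper's text names DESeq2 for the comparison and does not name the aligner, the genome build or the annotation, so no coordinates are given here. The counts summed to 36152857 and 30260305 in the WT samples and to 31350412 and 41463647 in the *c-Myc* transgenic samples. Replicates of a genotype differed by more than counting noise, with a chi-square of 31.1 per degree of freedom for the WT pair and of 105.9 for the transgenic pair, and were kept as separate samples. *Xist* had 17846 counts in WT replicate 2 and 85 in WT replicate 1, and the Y-linked gene *Ddx3y* had 5 and 1861, so the WT samples differ in the sex that these genes mark.

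The pairing of gene names and counts was checked first, because many abundant genes had no reads in the transgenic columns. In the deposited table the names are sorted without regard to case and hyphens. Across genes, which are not independent replicates, Pearson's r of the mean log2(count + 1) was 0.524 between the genotypes, 0.986 between the WT samples and 0.983 between the transgenic samples. The counts of both transgenic columns, taken in row order, were then assigned to the same names sorted by character code, in which all capital letters precede the lower-case ones. This re-sorted table gave an r of 0.985 between the genotypes, and moving the WT columns in place of the transgenic ones gave 0.478. Only 3109 names (6.75%) stand at the same place in both orders, and for these r was 0.982 without any move. The table was also searched, in 365 windows of 60 rows with enough WT reads, for the shift of the transgenic counts, up to 700 rows, that correlated best with WT. In 348 windows (95.3%) this shift was the one by which most names of the window differ between the 2 orders. The re-sorted order was chosen after the data had been seen, and values are given for both tables.

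**Figure D1:**
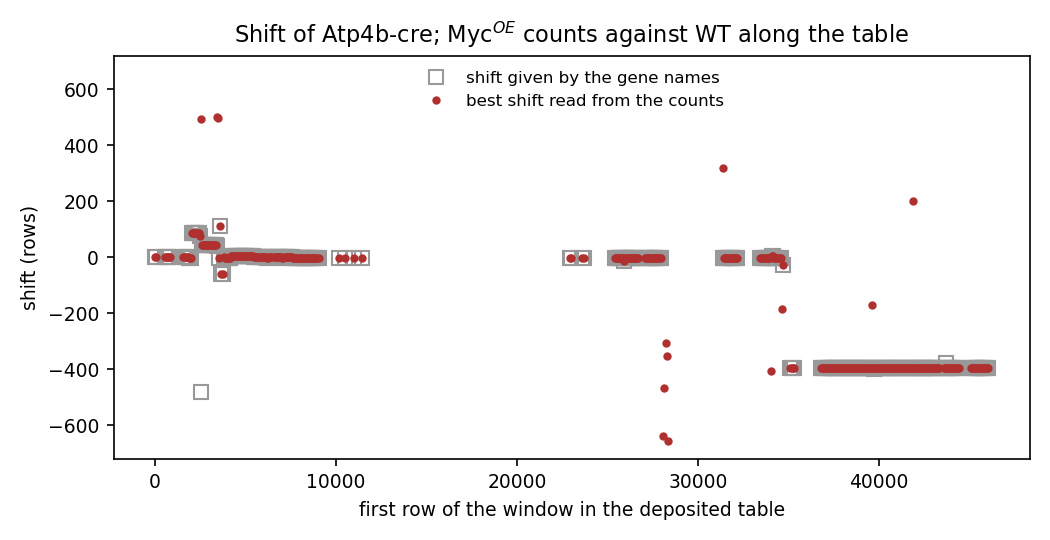
Shift in rows of the *Atp4b-cre; Myc OE* counts that correlated best with WT (points) and shift of the gene names between the 2 sort orders (open squares), against the first row of each window of 60 rows in the deposited table. The points lie on the squares in 348 of 365 windows.

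**Figure D2:**
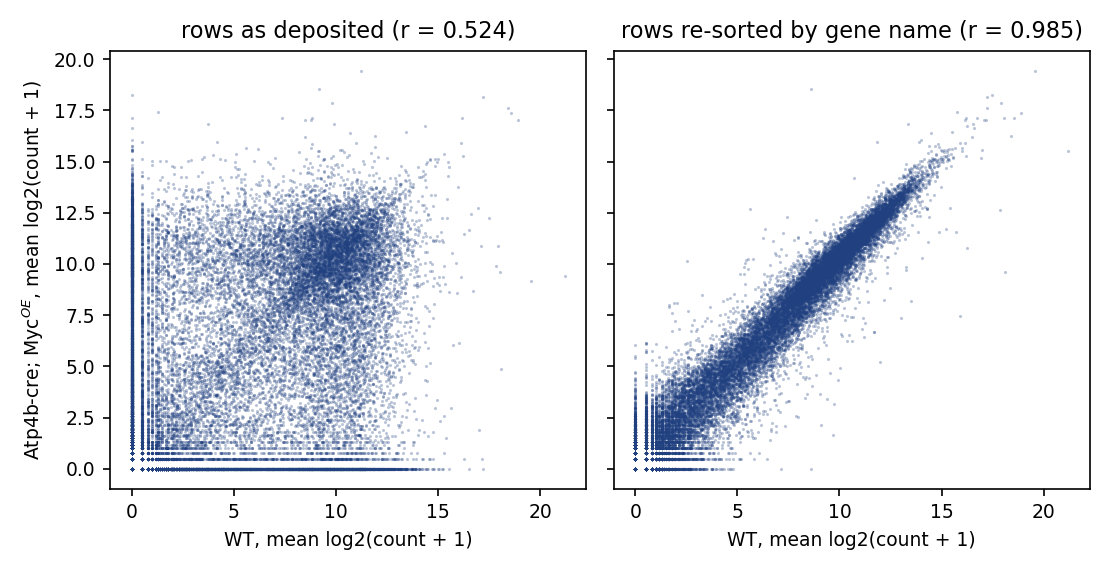
Mean log2(count + 1) of the 2 *Atp4b-cre; Myc OE* samples against that of the 2 WT samples, one point per gene, for the deposited rows (left, r = 0.524) and the re-sorted rows (right, r = 0.985).

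Counts were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. A gene with at most 3 counts in every sample of a genotype was taken to be at the floor, and a fold against such a genotype is given as a lower bound.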

To explore the potential mechanism underlying *c-Myc*-mediated tumor growth, we performed RNA sequencing with gastric tissues from WT and *Atp4b-cre; Myc^OE^* mice. 

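In the deposited table 22083 genes were tested, and 18580 (84.1%) had an adjusted p-value under 0.05 and an absolute log2 fold change above 0.585, the thresholds of the methods. Of these, 9422 were higher and 9158 lower in *Atp4b-cre; Myc OE* mice. DESeq2, the tool of the methods, called 19605 genes, 9850 higher and 9755 lower. Apart from the re-sorting and the restriction to rows at the same place, both described below, the alternative that moved the number most was a minimum of 10 counts in every sample, with 8065 genes. Of the genes called lower, 4073 were at the floor in both transgenic samples, and 4211 of those called higher were at the floor in both WT samples. The genes with the largest fitted rises had no reads in WT, and *Taar8b* was at least 91231-fold, *Taar8a* at least 40394-fold and *Naa11* at least 27427-fold higher in *c-Myc* transgenic mice. The bound for *Taar8b*, with 418587 and 223339 counts, was 54164-fold without transgenic replicate 1. Those with the largest fitted falls, *Muc6* (at least 62031-fold), *ND2* (at least 37729-fold) and *Fth1* (at least 19306-fold), had no reads in the transgenic columns. All 6 names lie in rows that change place between the 2 sort orders.

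In the re-sorted table 17643 genes were tested and 1892 (10.7%) passed the same thresholds, 996 higher and 896 lower. With library size in place of TMM normalization the number was 3011, and the share of higher calls rose from 52.6% to 75.5%, because the median log2 fold change of all tested genes moved from 0.01 to 0.23. Only 956 genes were called in the same direction in both tables, and 629 were called in opposite directions. Restricted to the rows at the same place in both orders, where the tables do not differ, 132 of 1355 tested genes passed the thresholds. After re-sorting, the largest rises were those of *Rpl29* (log2 fold change 6.72, standard error 0.15), *Mcpt1* (4.62, standard error 0.79) and *Anxa8* (4.53, standard error 0.25), with adjusted p-values of 0.00339, 0.0378 and 0.0102 from edgeR's quasi-likelihood test. Summed with its 6 pseudogene rows *Rpl29* rose by 5.17 on the log2 scale. *Mcpt1* rose by 3.87 to 6.19 on the log2 scale when each sample was left out in turn, with the highest value without WT replicate 2. The largest falls were those of *Pla2g1b* (log2 fold change -8.84), *Chia1* (-8.81) and *Clps* (-7.13), with adjusted p-values of 0.00339, 0.00141 and 0.00635.

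The deposited *Myc* row had 1062 and 759 counts in WT and 4920 and 6600 in *c-Myc* transgenic mice, a log2 fold change of 2.38 (standard error 0.13, adjusted p = 0.000241 from edgeR's quasi-likelihood test). After re-sorting, these transgenic counts belong to *Mycbp2*, and *Myc* had 735 and 1091, a log2 fold change of -0.35 (standard error 0.14, adjusted p = 0.163). The table has rows for mouse genes, and no row is named for the human transgene.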

By analyzing and comparing transcriptome data from WT and *c-Myc* transgenic mice, we identified 14930 differentially expressed genes, including 6718 upregulated genes and 8212 downregulated genes (Figure 4A and B). 

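Over-representation was tested with 12 Reactome gene sets chosen to stand near the terms of Fig. 4C and 5A, since the GO term lists of the paper were not used here. Of their 1107 distinct Entrez gene IDs, 1087 (98.2%) were matched to the table. Each set was tested in each direction with a one-sided Fisher's exact test against all tested genes with an Entrez ID, and p-values were adjusted over the 24 tests. As deposited, 41.9% of the background was called higher in *Atp4b-cre; Myc OE* mice and 41.8% lower. No set was over-represented among the upregulated genes, either after adjustment or at an unadjusted p-value under 0.05, and the Cell Cycle set had 151 of 476 members (31.7%) called higher. Among the downregulated genes, 6 sets passed an adjusted p-value of 0.05. These included Cell Cycle (249 members, 52.3%, adjusted p = 1.55e-05), Generic Transcription Pathway (109 of 178, 61.2%, adjusted p = 3.00e-06) and Apoptosis (91 of 151, 60.3%, adjusted p = 2.10e-05). DNA Repair (64 of 135 called lower, adjusted p = 0.261), DNA Replication (51 of 100, adjusted p = 0.135) and Meiosis (25 of 65, adjusted p = 1) did not pass. With a minimum of 10 counts in every sample Cell Cycle no longer passed (adjusted p = 0.219), and under DESeq2 DNA Repair (0.0232) and DNA Replication (0.00248) did.

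After re-sorting, 5.74% of the background was called higher and 5.16% lower. The Cell Cycle set had 72 of 455 members (15.8%) called higher and 6 lower (adjusted p = 7.32e-14 for the rise), DNA Replication had 17 of 94 (18.1%) higher and 0 lower (adjusted p = 0.000267), and DNA Repair had 16 of 132 (12.1%) higher and 0 lower (adjusted p = 0.0296). DNA Repair did not pass with the size factors of DESeq2 (14 members, adjusted p = 0.0971) or with the minimum of 10 counts (17 members, adjusted p = 0.0566). Meiosis (5 of 54 higher, adjusted p = 0.725), Apoptosis (9 of 146 higher, adjusted p = 0.925) and Generic Transcription Pathway (5 of 171 higher and 10 lower, adjusted p = 1 and 0.925) were not over-represented in either direction. All 100 matched members of DNA Replication are also in Cell Cycle, and 22 are in DNA Repair, so these are not separate results. Of the tested members outside DNA Replication, 55 of 361 (15.2%) in Cell Cycle and 10 of 111 (9.01%) in DNA Repair were called higher, which was not tested further. No set passed among the genes called lower, and 0 sets did so at an unadjusted p-value under 0.05.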

A subsequent gene ontology (GO) analysis of biological process terms revealed a significant enrichment of genes related to cell cycle and other cellular functions, which could be attributed to high expression of *c-Myc* and subsequent tumorigenesis (Figure 4C). RT-qPCR of several genes from GO data was performed to validate the results of RNA-seq (Figure 4D). 

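The RNA-seq counts of the 9 genes of Fig. 4D depend on the row order, except for *Eif4e*, whose row is at the same place in both orders. Its fitted values still differ, because the other rows enter the normalization and the spread. *Eif4e* had 79.3 ± 1.54 normalized CPM (counts scaled to a common library size; SD, n = 2 mice) in WT and 111.5 ± 2.89 (SD, n = 2) in *c-Myc* transgenic mice as deposited, and 81.0 ± 1.53 and 109.1 ± 6.00 after re-sorting. The log2 fold change was 0.49 as deposited (standard error 0.10, adjusted p = 0.0101 from edgeR's quasi-likelihood test) and 0.43 after re-sorting (standard error 0.08, adjusted p = 0.0457), both under the threshold of 0.585. With library size in place of TMM normalization *Eif4e* passed, with 0.65 in both tables, and so did the deposited *Mcm2*, with 0.67. As deposited, *Mcm2* (log2 fold change 0.51, under the threshold), *Mcm5* (0.94) and *E2f2* (0.80) were higher in *Atp4b-cre; Myc OE* mice. The Smad genes were lower, with log2 fold changes of -4.60 for *Smad2*, -2.27 for *Smad3* and -4.19 for *Smad4*, and so were *Bad* (-7.60) and *Cdh1* (-6.68). Without transgenic replicate 1 the value of *Smad4* was -5.38, and without replicate 2 it was -3.53. The adjusted p-values of these 8 genes from edgeR's quasi-likelihood test lay between 0.000127 for *Cdh1* and 0.0275 for *Mcm2*. The counts listed beside *Smad2*, *Smad3* and *Smad4* in the transgenic columns are those that re-sorting assigns to *Sp3os*, *Sp4* and *Sp5*.

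After re-sorting, *Mcm2* rose from 36.2 ± 3.36 (SD, n = 2) to 56.6 ± 0.00522 (SD, n = 2) normalized CPM and *Mcm5* from 38.9 ± 4.05 to 66.9 ± 2.24. Their log2 fold changes were 0.64 (standard error 0.10, adjusted p = 0.0335) and 0.78 (standard error 0.11, adjusted p = 0.0279), and both samples of one genotype lay above both of the other. *E2f2* did not differ detectably (log2 fold change 0.32, standard error 0.18, adjusted p = 0.282). Nor did *Smad2* (-0.11, adjusted p = 0.390), *Smad3* (0.26, adjusted p = 0.0859), *Smad4* (0.23, adjusted p = 0.162), *Bad* (-0.03, adjusted p = 0.890) and *Cdh1* (0.10, adjusted p = 0.535). Under that scaling by library size the fold changes of *Smad2* and *Bad* changed sign, to 0.11 and 0.20, and that of *Bad* was 0.069 without WT replicate 2. *Mcm2* was at 0.55, under the threshold, without WT replicate 2. Over the 13 genes of Fig. 4D and 5C, 11 passed the thresholds in the deposited table and 4 in the re-sorted one, and the numbers adjusted over the list alone were the same.

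**Figure D3:**
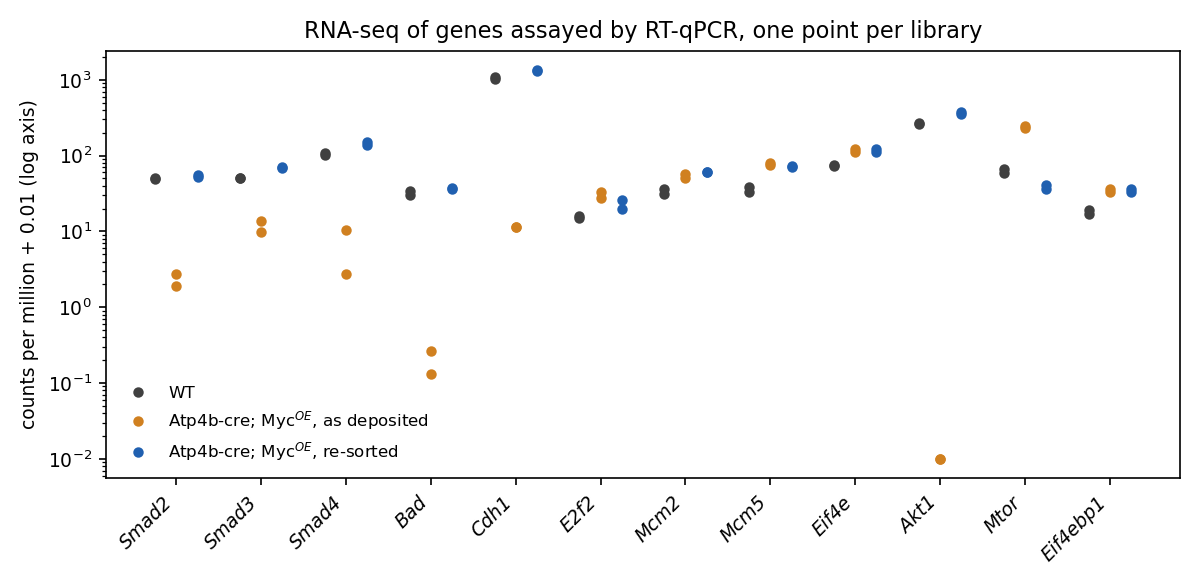
CPM plus 0.01 on a log axis for 12 genes that the paper assayed by RT-qPCR, one point per sample, in WT and in *Atp4b-cre; Myc OE* mice with the rows as deposited and re-sorted. The deposited transgenic values of *Akt1* are 0, and those of *Eif4e* and *Eif4ebp1* are the same in both row orders.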

As expected, RNA expression levels of *c-Myc* target genes (*Mcm2/Mcm5/eIF4E*) were upregulated compared with WT mice. Notably, the RNA expression of *Smad2/3/4*, which is related to regulation of transcription, was significantly downregulated in *c-Myc* transgenic mice compared with WT mice. Furthermore, the RNA expression of *Mcm2/Mcm5/E2f2*, associated with cell cycle, was significantly upregulated in *Atp4b-cre; Myc^OE^* mice.

**FIGURE 4:**
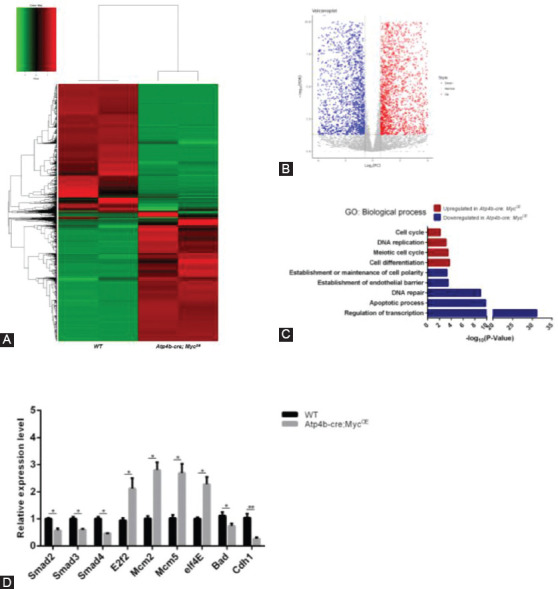
Transcriptome analysis of *c-Myc*-induced gastric tumors. (A) Heatmap summarization of differentially expressed genes associated with *c-Myc* overexpression from RNA-seq data. (B) Volcano plot showing the relative distribution of upregulated and downregulated genes related to *c-Myc* overexpression. (C) Gene ontology (GO) analysis of genes significantly up- and down-regulated in *Atp4b-cre; Myc*^OE^ mice compared with wild type mice. (D) RT-qPCR analysis of representative differentially expressed genes from RNA-seq data. *p < 0.05, **p < 0.01, ***p < 0.001.

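Among the genes called lower in the deposited table, the PI Metabolism set, which covers phosphatidylinositol signaling, had 31 of 49 members (63.3%, adjusted p = 0.00937 from the one-sided Fisher's exact test). PI3K/AKT activation had 46 of 79 (58.2%, adjusted p = 0.00937), Inositol phosphate metabolism had 25 of 46 (54.3%, adjusted p = 0.175), Signaling by Insulin receptor had 50 of 102 (49.0%, adjusted p = 0.225) and mTOR signalling had 12 of 27 (44.4%, adjusted p = 1). Signaling by TGF-beta Receptor Complex, which holds the Smad genes, had 49 of 68 (72.1%, adjusted p = 4.95e-06). With a minimum of 10 counts in every sample PI Metabolism (adjusted p = 0.249) and PI3K/AKT activation (0.0693) no longer passed, and under DESeq2 Inositol phosphate metabolism (0.0281) and Signaling by Insulin receptor (0.0248) did. Among the genes called higher, PI3K/AKT activation had 21 members and mTOR signalling 10.

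After re-sorting, these 6 sets were not over-represented in either direction. PI3K/AKT activation had 2 of 73 members called higher and 6 lower, mTOR signalling 2 of 26 higher and 2 lower, PI Metabolism 2 of 48 higher and 0 lower, and Inositol phosphate metabolism 5 of 44 higher and 3 lower. Their adjusted p-values lay at 0.636 or above.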

A subsequent pathway analysis revealed a significant enrichment of genes related to phosphatidylinositol signaling system, inositol phosphate metabolism, PI3K-Akt pathway, and mTOR pathway (Figure 5A). Gene set enrichment analysis (GSEA) data showed that *c-Myc* overexpression enriched genes correlated with the PI3K-Akt pathway and mTOR signaling (Figure 5B). 

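The gene sets were also tested on the fold changes of all members with limma's camera, a two-sided competitive test with a preset inter-gene correlation of 0.01, adjusted over the 12 Reactome sets. As deposited, the PI3K/AKT activation set had a median log2 fold change of -1.47 over 79 tested genes (adjusted p = 0.0300), and the mTOR signalling set one of 0.16 over 27 genes (adjusted p = 0.412). Camera called 8 of the 12 sets, all of them lower in *Atp4b-cre; Myc OE* mice, and under the rotation test fry all 12 passed. With a minimum of 10 counts in every sample the PI3K/AKT activation set no longer passed (median -0.72, adjusted p = 0.295). In the re-sorted table its median was -0.16 over 73 genes (adjusted p = 0.0402), and that of mTOR signalling was -0.10 over 26 genes (adjusted p = 0.678). PI3K/AKT activation did not pass there under fry (adjusted p = 0.100), and its median was 0.063 with library size in place of TMM normalization. Of the 5 sets that camera called in the re-sorted table, Cell Cycle (median 0.30) and DNA Repair (median 0.36) also passed under fry. Meiosis (median 0.15) and Apoptosis (median 0.096) passed there under fry only, with adjusted p-values of 0.00162 and 0.00573. Their adjusted p-values from camera were 0.0551 and 0.136.

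Genes of Fig. 5C were read in the same fits. *Akt1* had 9653 and 7968 counts in WT, and its deposited row has 0 in both transgenic samples, which makes it at least 3535-fold lower. After re-sorting it had 11902 and 14501, a log2 fold change of 0.24 (standard error 0.09, adjusted p = 0.140 from edgeR's quasi-likelihood test). *Mtor* had 2137 and 2018 counts in WT. The deposited transgenic counts of 7158 and 10095 gave a log2 fold change of 1.75 (standard error 0.13, adjusted p = 0.000532), and re-sorting assigns them to *Mtpn*. After re-sorting, *Mtor* had 1127 and 1677 counts, a log2 fold change of -0.94 (standard error 0.12, adjusted p = 0.0238), and stayed between -1.03 and -0.85 when each sample was left out in turn. *Eif4ebp1*, whose row is at the same place in both orders, was higher in *c-Myc* transgenic mice, with 691 and 521 counts in WT and 1141 and 1376 in transgenic mice. Its log2 fold change was 0.78 as deposited (adjusted p = 0.00546) and 0.71 after re-sorting (adjusted p = 0.0378). From pathway enrichment, RT-qPCR and western blotting, the paper proposes that *c-Myc* may act on tumorigenesis through AKT/mTOR signaling. In its next section it adds AKT and mTOR inhibitor treatment of transfected AGS cells and transgenic mice, and expression correlations in human gastric cancer.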

To further validate the change of this pathway, RT-qPCR was performed to examine the RNA expression level of several key genes. Akt1 and mTOR, which are main factors of PI3K-Akt pathway, exhibited higher RNA expression levels in *Atp4b-cre; Myc^OE^* mice compared with WT mice, while Pten, an inhibitory factor of this pathway, was slightly downregulated (Figure 5C). The western blotting analysis confirmed that *Atp4b-cre; Myc^OE^* mice exhibited profound increases of p-mTOR/mTOR and a slight increase of p-AKT/AKT (*p* > 0.05) compared with WT mice (Figure 5D), while p-PI3K/PI3K did not show a significant difference between two groups. Taken together, these results indicate that *c-Myc* may promote tumorigenesis of mice through AKT/mTOR signaling.

**FIGURE 5:**
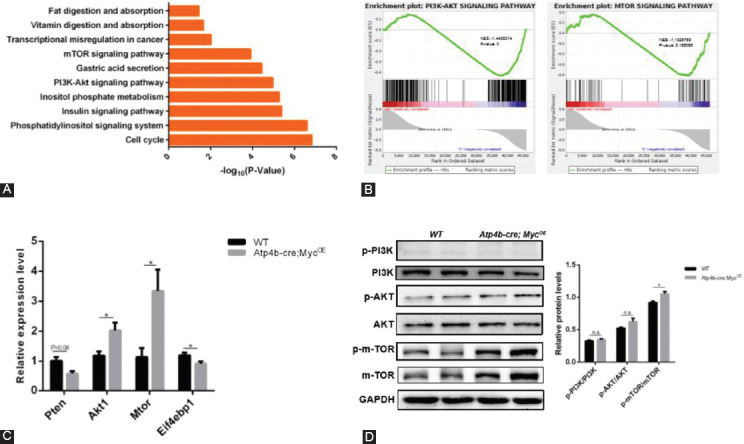
Activation of the PI3K/AKT pathway in *Atp4b-cre; Myc*^OE^ mice. (A) Pathway analysis of deregulated genes in *Atp4b-cre; Myc*^OE^ mice compared with wild type (WT) mice. (B) GSEA enrichment plots of differentially expressed genes belonging to PI3K-Akt pathway and mTOR pathway associated with *c-Myc* overexpression. (C) RT-qPCR analysis of key genes in PI3K/AKT/mTOR signaling. (D) Western blotting analysis of the indicated proteins from stomach lysates of *Atp4b-cre; Myc*^OE^ mice and WT mice. Quantification of the indicated protein levels (normalized to GAPDH) was shown at right. *p < 0.05.

### Inhibition of the AKT/mTOR pathway attenuates proliferation in *c-Myc* overexpressing GC cell line and inhibits the initiation of gastric tumorigenesis *in vivo*

To further elucidate the causal link between *c-Myc* and the AKT/mTOR pathway in GC, we transfected *c-Myc* plasmids into AGS cells and then treated these cells with an AKT inhibitor (MK-2206) or an mTOR inhibitor (rapamycin). As shown by CCK8 assays, overexpression of *c-Myc* in AGS cells (Figure 6C) promoted cell proliferation, while treatment of MK-2206 or rapamycin significantly suppressed cell proliferation (Figure 6A and B). Moreover, we also treated *Atp4b-cre; Myc^OE^* mice with MK-2206 and rapamycin to test *in vivo* effect of inhibiting AKT/mTOR pathway in gastric tumorigenesis. Compared with the control group, *Atp4b-cre; Myc^OE^* mice treated with MK-2206 and rapamycin did not present any abnormal changes and typical features of hyperplasia or intestinal metaplasia (Figure 6D). Thus, blocking AKT/mTOR signaling may inhibit the initiation of gastric tumorigenesis. In addition, analysis of TCGA datasets indicated that the *c-Myc* expression was positively correlated with *Akt1* and *Mtor* expression in GC, respectively (Figure 6E). Collectively, these results suggest that the oncogenic role of *c-Myc* is mediated through the activation of AKT/mTOR signaling and blocking AKT/mTOR signaling may be helpful to inhibit or postpone the onset of gastric tumors.

**FIGURE 6:**
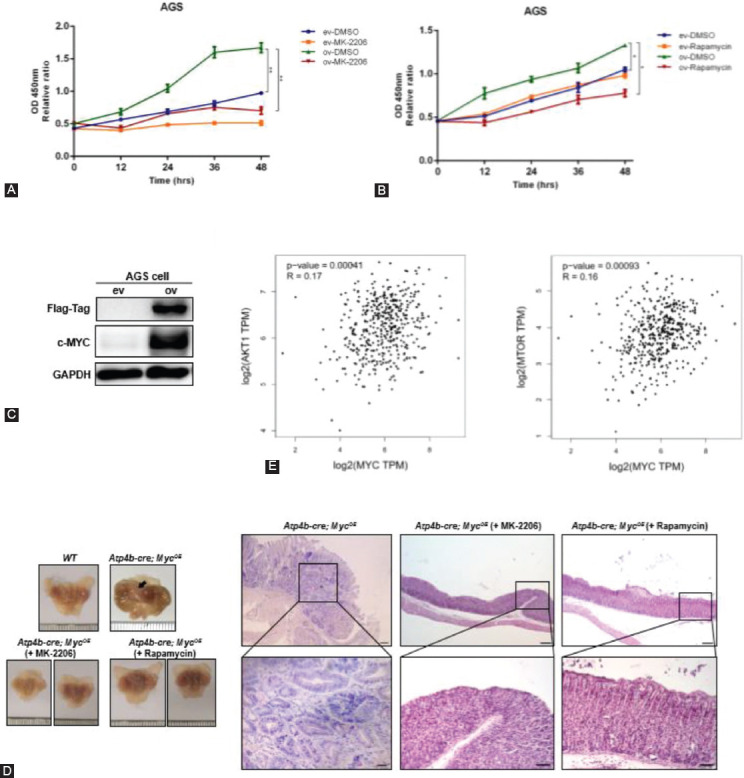
Blocking AKT/mTOR pathway decreased proliferation of AGS cells overexpressing *c-Myc* and inhibited onset of gastric tumorigenesis in *c-Myc* transgenic mice. (A) CCK8 assay of AGS cells transfected with empty vector (ev) and *c-Myc* plasmids (ov) after treatment with the AKT inhibitor MK-2206 and solvent dimethyl sulfoxide (DMSO). (B) CCK8 assay of AGS cells transfected with empty vector (ev) and *c-Myc* plasmids (ov) after treatment with the mTOR inhibitor rapamycin and solvent DMSO. (C) Western blotting analysis of the indicated proteins from AGS cell lysates (ev & ov). (D) Hematoxylin and eosin staining (scale bar, 200 µm) and enlarged images (scale bar, 50 µm) of the fundic stomach mucosa from *Atp4b-cre; Myc*^OE^ mice treated with MK-2206, rapamycin, and vehicle. Gross pictures of stomachs were shown at the left. Arrow indicated thickened gastric wall (white). (E) Gene expression correlation analysis of *c-Myc* and *Akt1/Mtor* in human gastric cancer samples from TCGA datasets. Data analysis was performed on the GEPIA platform (http://gepia.cancer-pku.cn/detail.php) and used the TCGA-STAD datasets. *p < 0.05, **p < 0.01, ***p < 0.001.

## DISCUSSION

Although the incidence of GC has decreased in recent years attributed to the improvement of sanitary conditions and eating habits, there were over one million new cases of GC and more than 780,000 deaths due to GC worldwide in 2018 [1]. GC has a long and asymptomatic precancerous phase, which mainly includes intestinal metaplasia and dysplasia. Therefore, the study of precancerous stages of GC and identification of the drivers for this process are of great significance to prevent and to diagnose GC earlier. Previous studies suggest that overexpression of *c-Myc* is associated with malignant progress and poor survival in GC patients [19,20]. It is also reported that significantly higher MYC expression was observed in IM samples than gastritis samples from cancer-free individuals and this may facilitate tumor initiation [42]. However, the causal role of *c-Myc* in induction of GC has been unknown. Our work presents a definite answer regarding the sufficient function of *c-Myc* in causing the gastric epithelial cells to undergo serial steps of tumorigenesis from an early precancerous phase, including IM and dysplasia to the formation of adenoma. Our findings add *c-Myc* as a causal oncogene to the existing list of GC drivers, which includes Notch, hedgehog, *CDH1*, and *TP53* [7,43-45].

By the establishment of a conditional transgenic mouse model, we show that gastric adenoma induced by *c-Myc* overexpression is achieved through activation of AKT/mTOR signaling. Our findings are in agreement with many other studies. The AKT/mTOR pathway is a canonical pathway involved in the regulation of multiple cellular functions, including cell proliferation, apoptosis, and metabolism. Aberrations in the PI3K/AKT/mTOR pathway in head and neck squamous cell carcinoma (HNSCC) were associated with malignant characteristics [46]. Activation of the AKT/mTOR pathway is often seen in oral squamous cell carcinoma [47], skin cancer [48,49], and RCC [50]. It has also been reported that the AKT/mTOR pathway plays a crucial role in the development of GC [51,52]. Our results showed that expression levels of AKT and mTOR are significantly increased in *c-Myc* transgenic mice, and inhibition of AKT and mTOR can significantly decrease cell proliferation in AGS cells overexpressing *c-Myc* and inhibit or postpone the onset of gastric tumors *in vivo*. Importantly, our experiments demonstrate not only that *c-Myc* can be a driver for gastric adenoma but also that the AKT/mTOR pathway could be the underlying mechanism of gastric tumorigenesis caused by *c-Myc* overexpression.

It is worth pointing out that our study also shows an increased copy number of *c-Myc* gene can prompt the gastric tumorigenesis of transgenic mice toward a faster and more severe way. Based on our observation, 14-week-old *Atp4b-cre; Myc^fl/fl^* mice exhibit submucosal invasion, while *Atp4b-cre; Myc^OE^* (*Atp4b-cre; Myc^fl/+^*) mice do not at the same age. Similarly, in human GC, it is reported that increased *Myc* copy number is associated with a late-onset, intestinal-type cancer and the presence of distant metastasis [12]. Whether and when *Atp4b-cre*; *Myc^fl/fl^* mice exhibit distant metastasis needs further investigation.

Taken together, we generated a novel autochthonous transgenic mouse model of gastric adenoma that is generally useful for studying the initiation and progression of GC. It provides a new platform to further study the roles of more genes involved in GC through combining with mutations in other genes. It will facilitate our better understanding of the development of early GC and shed light on the molecular mechanisms by which *c-Myc* affects the development and progression of GC. More importantly, it will aid the clinical detection and therapeutic strategies for intervention at precancerous stages of GC so to improve patient survival.

## References

[1] Bray F, Ferlay J, Soerjomataram I, Siegel RL, Torre LA, Jemal A (2018). Global cancer statistics 2018:GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J Clin.

[2] Jemal A, Bray F, Center MM, Ferlay J, Ward E, Forman D (2011). Global cancer statistics. CA Cancer J Clin.

[3] Laurén PA (1965). The two histological main types of gastric carcinoma:Diffuse and so-called intestinal-type carcinoma. An attempt at a histo-clinical classification. Acta Pathol Microbiol Scand.

[4] Liu W, Pan HF, Wang Q, Zhao ZM (2018). The application of transgenic and gene knockout mice in the study of gastric precancerous lesions. Pathol Res Pract.

[5] Correa P (1992). Human gastric carcinogenesis:A multistep and multifactorial process First American cancer society award lecture on cancer epidemiology and prevention. Cancer Res.

[6] Chinwalla AT, Cook LL, Delehaunty KD, Fewell GA, Fulton LA, Fulton RS (2002). Initial sequencing and comparative analysis of the mouse genome. Nature.

[7] Poh AR, O'Donoghue RJ, Ernst M, Putoczki TL (2016). Mouse models for gastric cancer:Matching models to biological questions. J Gastroenterol Hepatol.

[8] Calcagno DQ, Freitas VM, Leal MF, de Souza CR, Demachki S, Montenegro R (2013). MYC, FBXW7 and TP53 copy number variation and expression in gastric cancer. BMC Gastroenterol.

[9] Choi JS, Seo J, Jung EJ, Kim EJ, Lee GK, Kim WH (2012). c-MYC amplification in mucinous gastric carcinoma:A possible genetic alteration leading to deeply invasive tumors. Anticancer Res.

[10] Zhang F, Li K, Yao X, Wang H, Li W, Wu J (2019). A miR-567-PIK3AP1-PI3K/AKT-c-Myc feedback loop regulates tumour growth and chemoresistance in gastric cancer. EBioMedicine.

[11] Gao S, Chen M, Wei W, Zhang X, Zhang M, Yao Y (2018). Crosstalk of mTOR/PKM2 and STAT3/c-Myc signaling pathways regulate the energy metabolism and acidic microenvironment of gastric cancer. J Cell Biochem.

[12] de Souza CR, Leal MF, Calcagno DQ, Sozinho EK, Borges Bdo N, Montenegro RC (2013). MYC deregulation in gastric cancer and its clinicopathological implications. PLoS One.

[13] Raiol LC, Silva EC, da Fonseca DM, Leal MF, Guimaraes AC, Calcagno DQ (2008). Interrelationship between MYC gene numerical aberrations and protein expression in individuals from northern Brazil with early gastric adenocarcinoma. Cancer Genet Cytogenet.

[14] Han S, Kim HY, Park K, Cho HJ, Lee MS, Kim HJ (1999). c-Myc expression is related with cell proliferation and associated with poor clinical outcome in human gastric cancer. Journal of Korean Medical Science.

[15] Milne AN, Sitarz R, Carvalho R, Carneiro F, Offerhaus GJ (2007). Early onset gastric cancer:On the road to unraveling gastric carcinogenesis. Curr Mol Med.

[16] Panani AD (2008). Cytogenetic and molecular aspects of gastric cancer:clinical implications. Cancer Lett.

[17] Xu AG, Li SG, Liu JH, Gan AH (2001). Function of apoptosis and expression of the proteins Bcl-2, p53 and C-myc in the development of gastric cancer. World J Gastroenterol.

[18] Yang GF, Deng CS, Xiong YY, Gong LL, Wang BC, Luo J (2004). Expression of nuclear factor-kappa B and target genes in gastric precancerous lesions and adenocarcinoma:Association with Helicobactor pylori cagA (+) infection. World J Gastroenterol.

[19] Wang X, Liu Y, Shao D, Qian Z, Dong Z, Sun Y (2016). Recurrent amplification of MYC and TNFRSF11B in 8q24 is associated with poor survival in patients with gastric cancer. Gastric Cancer.

[20] Khaleghian M, Shakoori A, Razavi AE, Azimi C (2015). Relationship of amplification and expression of the C-MYC gene with survival among gastric cancer patients. Asian Pac J Cancer Prev.

[21] Lan J, Xiong YY, Lin YX, Wang BC, Gong LL, Xu HS (2003). Helicobacter pylori infection generated gastric cancer through p53-Rb tumor-suppressor system mutation and telomerase reactivation. World J Gastroenterol.

[22] Zhang GX, Gu YH, Zhao ZQ, Xu SF, Zhang HJ, Wang HD (2004). Coordinate increase of telomerase activity and c-Myc expression in Helicobacter pylori-associated gastric diseases. World J Gastroenterol.

[23] Elbadawy M, Usui T, Yamawaki H, Sasaki K (2019). Emerging roles of C-Myc in cancer stem cell-related signaling and resistance to cancer chemotherapy:A potential therapeutic target against colorectal cancer. Int J Mol Sci.

[24] Agarwal E, Altman BJ, Seo JH, Ghosh JC, Kossenkov AV, Tang HY (2019). Myc-mediated transcriptional regulation of the mitochondrial chaperone TRAP1 controls primary and metastatic tumor growth. J Biol Chem.

[25] Shroff EH, Eberlin LS, Dang VM, Gouw AM, Gabay M, Adam SJ (2015). MYC oncogene overexpression drives renal cell carcinoma in a mouse model through glutamine metabolism. Proc Natl Acad Sci U S A.

[26] Sikora K, Chan S, Evan G, Gabra H, Markham N, Stewart J (1987). c-myc oncogene expression in colorectal cancer. Cancer.

[27] Erisman MD, Rothberg PG, Diehl RE, Morse CC, Spandorfer JM, Astrin SM (1985). Deregulation of c-myc gene expression in human colon carcinoma is not accompanied by amplification or rearrangement of the gene. Mol Cell Biol.

[28] Cancer Genome Atlas Network. Comprehensive molecular characterization of human colon and rectal cancer (2012). Nature.

[29] Ba M, Long H, Yan Z, Wang S, Wu Y, Tu Y (2018). BRD4 promotes gastric cancer progression through the transcriptional and epigenetic regulation of c-MYC. J Cell Biochem.

[30] Zhang L, Hou Y, Ashktorab H, Gao L, Xu Y, Wu K (2010). The impact of C-MYC gene expression on gastric cancer cell. Mol Cell Biochem.

[31] Chen M, Ling T, Wang L, Zou X, Gao S (2018). Su1964 crosstalk of Mtor/Hif-1A/Pkm2 and Stat3/C-Myc signaling pathways regulate the energy metabolism and acidic microenvironment of gastric cancer. Gastroenterology.

[32] Liu H, Liu N, Zhao Y, Zhu X, Wang C, Liu Q (2019). Oncogenic USP22 supports gastric cancer growth and metastasis by activating c-Myc/NAMPT/SIRT1-dependent FOXO1 and YAP signaling. Aging.

[33] Xu TP, Ma P, Wang WY, Shuai Y, Wang YF, Yu T (2019). KLF5 and MYC modulated LINC00346 contributes to gastric cancer progression through acting as a competing endogeous RNA and indicates poor outcome. Cell Death Differ.

[34] Choi W, Kim J, Park J, Lee DH, Hwang D, Kim JH (2018). YAP/TAZ initiates gastric tumorigenesis via upregulation of MYC. Cancer Res.

[35] Ellis L, Ku S, Li Q, Azabdaftari G, Seliski J, Olson B (2016). Generation of a C57BL/6 MYC-driven mouse model and cell line of prostate cancer. Prostate.

[36] Xu P, Widmer G, Wang Y, Ozaki LS, Alves JM, Serrano MG (2004). The genome of *Cryptosporidium hominis*. Nature.

[37] Zhao Z, Hou N, Sun Y, Teng Y, Yang X (2010). Atp4b promoter directs the expression of Cre recombinase in gastric parietal cells of transgenic mice. J Genet Genomics.

[38] Calado DP, Sasaki Y, Godinho SA, Pellerin A, Kochert K, Sleckman BP (2012). The cell-cycle regulator c-Myc is essential for the formation and maintenance of germinal centers. Nat Immunol.

[39] Rogers AB (2012). Histologic scoring of gastritis and gastric cancer in mouse models. In:Houghton J, editor. Helicobacter Species:Methods and Protocols.

[40] Companioni O, Sanz-Anquela JM, Pardo ML, Puigdecanet E, Nonell L, Garcia N (2017). Gene expression study and pathway analysis of histological subtypes of intestinal metaplasia that progress to gastric cancer. PLoS One.

[41] Reis CA, David L, Correa P, Carneiro F, Sobrinho-Simões M (1999). Intestinal metaplasia of human stomach displays distinct patterns of mucin (MUC1, MUC2, MUC5AC, and MUC6) expression. Cancer Res.

[42] Silva TC, Leal MF, Calcagno DQ, de Souza CR, Khayat AS, dos Santos NP (2012). hTERT, MYC and TP53 deregulation in gastric preneoplastic lesions. BMC Gastroenterol.

[43] Penon D, Cito L, Giordano A (2014). Novel findings about management of gastric cancer:A summary from 10th IGCC. World J Gastroenterol.

[44] Cancer Genome Atlas Research Network. Comprehensive molecular characterization of gastric adenocarcinoma (2014). Nature.

[45] El-Zaatari M, Kao JY, Tessier A, Bai L, Hayes MM, Fontaine C (2013). Gli1 deletion prevents Helicobacter-induced gastric metaplasia and expansion of myeloid cell subsets. PLoS One.

[46] Broek RV, Mohan S, Eytan DF, Chen Z, Van Waes C (2015). The PI3K/Akt/mTOR axis in head and neck cancer:Functions, aberrations, cross-talk, and therapies. Oral Dis.

[47] Chaisuparat R, Limpiwatana S, Kongpanitkul S, Yodsanga S, Jham BC (2016). The Akt/mTOR pathway is activated in verrucous carcinoma of the oral cavity. J Oral Pathol Med.

[48] Zou Y, Ge M, Wang X (2017). Targeting PI3K-AKT-mTOR by LY3023414 inhibits human skin squamous cell carcinoma cell growth *in vitro* and *in vivo*. Biochem Biophys Res Commun.

[49] Hafner C, Landthaler M, Vogt T (2010). Activation of the PI3K/AKT signalling pathway in non-melanoma skin cancer is not mediated by oncogenic PIK3CA and AKT1 hotspot mutations. Exp Dermatol.

[50] Guo H, German P, Bai S, Barnes S, Guo W, Qi X (2015). The PI3K/AKT pathway and renal cell carcinoma. J Genet Genomics.

[51] Tapia O, Riquelme I, Leal P, Sandoval A, Aedo S, Weber H (2014). The PI3K/AKT/mTOR pathway is activated in gastric cancer with potential prognostic and predictive significance. Virchows Arch.

[52] Ying J, Xu Q, Liu B, Zhang G, Chen L, Pan H (2015). The expression of the PI3K/AKT/mTOR pathway in gastric cancer and its role in gastric cancer prognosis. Onco Targets Ther.

How the deposited data were processed for this re-analysis (not part of the article)

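Bulk RNA sequencing of the stomach was compared between 2 WT and 2 *Atp4b-cre; Myc OE* mice at 12 weeks of age. The sample labels and the paper name the genotypes, and the labels number the replicates 1 and 2 in each. The authors deposited 1 table of raw counts, with 46095 gene symbols in rows and 1 column per sample. They did not normalize these counts, and the paper's text does not name the aligner, the counting tool, the genome build or the annotation. Every column was mapped to a sample by its name, and no row lacked a gene name. The authors used DESeq2 for their own comparison, and the table holds the counts before that step.

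Before any test the register of names and counts was checked, as given where the experiment is introduced. The design fixed before the data were examined uses the table as deposited, and it was kept as written. A second table, in which the transgenic counts were assigned in row order to the gene names sorted by character code, was added after the data were examined, and each comparison was run on both tables. The re-sorting uses only the names and no count value. Around each of the 18 genes that the paper names, r between the genotypes over the 61 surrounding rows lay between 0.951 and 0.989 in the re-sorted table.

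From the counts, genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr on genotype, glmQLFit and glmQLFTest, no covariates, Benjamini-Hochberg adjustment). A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 0.585, the thresholds of the paper. Mean values are TMM-normalized CPM, with the SD over 2 samples. The square root of the common dispersion was 0.293 in the deposited table and 0.295 in the re-sorted one. With 30260305 to 41463647 counts per sample, a count of 0 allows up to 3 counts, and intervals of this kind cover counting error only. With 2 samples per genotype, leaving 1 out leaves an arm of 1, so those fits gave fold changes and no p-values.

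Gene sets were 12 Reactome sets in Entrez IDs from the mouse pathway file of fgsea 1.28.0, matched to the symbols through RefSeq names of the assembly GRCm38.p6, and used because more than 80% of the members of each were matched. They were tested with a one-sided Fisher's exact test in each of 2 directions and with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with fry beside it. In addition 19 hand-written lists were tested with camera as a family of their own. They hold the PI3K-Akt core, mTOR core, DNA replication core, cell cycle phases and MYC targets, and markers of parietal, chief, surface mucous, mucous neck, SPEM, intestinal, endocrine, pancreatic acinar, forestomach squamous, smooth muscle, adipocyte, skeletal muscle, leukocyte and blood cells. Genes named in the text are those the paper names and, in each table, the 3 largest rises and the 3 largest falls among called genes with an average log2 CPM of at least 5, a gene symbol and no overlap between the genotypes. Other genes named in the closing section were chosen after their values were seen.

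The alternatives, set together with the design, were DESeq2 1.42.0, the size factors of DESeq2 in edgeR, library size without scaling factors, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, no fold change threshold, an absolute log2 fold change above 1, fry, and leaving out each sample. The tests were checked on simulated counts drawn from the means and library sizes of the real samples, with 200 genes changed by a log2 fold change of 2. Over 17625 tested genes edgeR recovered 140 (70.0%) and called 6 others, and DESeq2 over 16252 genes recovered 157 (78.5%) and called 16 others. When all members of the DNA Replication set were raised in simulated counts of 17639 genes, the set passed under camera, fry and Fisher's exact test, with 4 sets past the threshold under each. The other 3, Cell Cycle, Apoptosis and DNA Repair, share 100, 49 and 22 members with it. The GO and KEGG term lists of the paper, its RT-qPCR, Western blots and histology were not used here. The values of 1 gene are not reported here.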

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

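Each test in this part was chosen after the result it bears on had been seen, apart from the following. The exceptions are the sum over the *Rpl29* pseudogenes, the squamous epithelium list and the fit of *Mcpt1* without WT replicate 2. Leaving out each sample was set with the design, but the re-sorted table in which that fit is read was not.

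Olfactory and vomeronasal receptor genes, which the paper does not discuss, showed a signal in the deposited transgenic columns. Of 2047 such rows, 461 had at least 100 counts in both *Atp4b-cre; Myc OE* samples, against 1 in both WT samples. After re-sorting, 1 row did so in each genotype. Over all genes of the deposited table, 2650 had at least 100 counts in both WT samples and at most 3 in both transgenic samples, and 2699 showed the reverse. A lower depth in one genotype would remove genes in that genotype only, which the 2699 genes argue against. Genes switched on or off by the transgene would also lie among the rows at the same place in both orders, where 937 rows had at least 100 counts in both samples of a genotype and 0 of them showed such a switch. A tissue other than stomach in the transgenic samples is argued against by the r of 0.985 between the genotypes after re-sorting. Names and counts out of register may account for the pattern: over the windows whose names shift between the 2 orders, the median r was 0.0709 with no shift and 0.971 at the best shift, against 0.970 in windows whose names do not shift.

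*Rpl29*, outside the genes the paper discusses, had 58 and 40 counts in WT and 5404 and 7873 in *Atp4b-cre; Myc OE* samples after re-sorting, a log2 fold change of 6.72. A general rise of ribosomal protein genes is too small to produce it, since the 54 others with an average log2 CPM of at least 5 rose by a median of 0.68 and by at most 1.15. Reads moving between *Rpl29* and its 6 pseudogene rows would leave their sum level, and the summed CPM still rose by 5.17 on the log2 scale. A strain variant at *Rpl29* in WT, whose lower count was 40, cannot be told apart from an effect of the transgene, because the table holds no genotypes. The paper describes the WT mice as littermates.

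*Mcpt1*, a mast cell protease, had 40 and 167 counts in WT and 2728 and 4212 in *Atp4b-cre; Myc OE* samples after re-sorting, a log2 fold change of 4.62. The difference in sex between the WT samples does not produce it, since without WT replicate 2 the log2 fold change was 6.19. More mast cells in the transgenic stomach are a candidate explanation. The other 11 genes of a mast cell list had a median log2 fold change of 1.55. Unadjusted p-values for these genes as a set were 0.00116 under limma's camera and 0.0239 under fry. Of these 11 genes, 5 were called higher and 1 lower. The list was written after the values were seen. *Mcpt2* (2281 and 2881 counts in transgenic samples against 182 and 332) and *Tpsb2* (1088 and 842 against 172 and 217) rose, *Kit* stayed level (log2 fold change -0.15, adjusted p = 0.346 from edgeR's quasi-likelihood test) and *Hdc*, which is also on the endocrine cell list, fell (-2.05, adjusted p = 0.0447).

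*Anxa8* had 229 and 125 counts in WT and 4796 and 5403 in *Atp4b-cre; Myc OE* samples after re-sorting, a log2 fold change of 4.53. More forestomach epithelium in the dissected tissue cannot be told apart from an effect of the transgene. The median of the squamous epithelium list was 88.2 CPM in transgenic replicate 1 and 306 in replicate 2, against 120 and 68.2 in WT, so the list rose in 1 of the transgenic samples and *Anxa8* in both. *Krt5*, an abundant squamous gene, had 7268 and 3707 counts in WT and 6085 and 27657 in transgenic samples.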

How the results depend on the processing

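The row order was chosen after the values had been seen. With the rows re-sorted by gene name, 1892 genes were called in place of 18580, 996 upregulated and 896 downregulated. Of the 12 Reactome sets 3 were over-represented among upregulated genes in place of 0, and 0 among downregulated genes in place of 6 (0 at an unadjusted p-value under 0.05). Of the genes assayed by RT-qPCR 4 were called in place of 11, and of the marker and function lists 12 passed in place of 7. The median log2 fold change of the Cell Cycle set changed sign to 0.30 and that of the mTOR signalling set to -0.10. Among genes the sign changed for *Myc* (-0.35), *Akt1* (0.24), *Cdh1* (0.10), *Mki67* (0.40), *Mtor* (-0.94), *Muc2* (-0.49), *Smad3* (0.26), *Smad4* (0.23), *Muc6* (0.13) and *Anxa8* (4.53). Among lists it changed for mTOR core (0.028), MYC targets (0.77), mucous neck (0.53), SPEM (0.55), pancreatic acinar (-1.69), forestomach squamous (0.78) and leukocyte (-0.040) markers. The construction of the table shows the cause, since other counts stand beside each name that changes place. Restricted to rows at the same place in both orders, 132 of 1355 tested genes were called, 61 up and 71 down. Of 1351 such rows tested in the deposited table 280 (20.7%) were called, against 18300 of 20732 rows at another place (88.3%).

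In the deposited table a minimum of 10 counts in every sample left 11066 genes to test and 8065 calls, 4103 up and 3962 down. This minimum removes genes with reads in 1 genotype. Over-represented sets among downregulated genes numbered 3 under this minimum, and 10 under DESeq2 and without a filter on low counts. Under the same minimum the Cell Cycle set had a median of 0.043, MYC targets 0.24 and mTOR core 0.13, each with the sign changed, and PI3K/AKT activation one of -0.72 without passing. Under fry the mTOR signalling set passed with its median of 0.16. For these changes in sets and lists the cause was not tested. Over the alternatives other than row order, replicate block and omitted samples, the other 47 results gave 209 values that kept their direction and side of the threshold, 5 that no longer passed and 10 that came to pass.

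In the re-sorted table DESeq2 called 3232 genes, 1502 up and 1730 down, library size in place of TMM normalization called 3011, 2272 of them up, and a log2 fold change above 1 left 1113, 464 of them up. With library size the sign changed for PI3K/AKT activation (0.063), mTOR signalling (0.13), PI3K-Akt core (0.12), leukocyte (0.18) and intestinal (0.22) markers, *Bad* (0.20) and *Smad2* (0.11). These changes lie within the shift of all genes by that scaling, whose median log2 fold change was 0.23. PI3K/AKT activation no longer passed under DESeq2 (-0.17, adjusted p = 0.0781), a minimum of 10 counts (-0.16) or fry (-0.16, adjusted p = 0.100), and the cause was not tested. Intestinal markers, with a median of -0.01, moved to 0.00061 without a filter on low counts and to 0.018 with the minimum of 10 counts. Over the same alternatives the other 44 results gave 206 values that kept their direction and side of the threshold, 3 that no longer passed and 4 that came to pass. Pancreatic acinar (-0.95, adjusted p = 0.0521) and smooth muscle markers (-0.57, adjusted p = 0.158) no longer passed under DESeq2, nor *ND2* with library size (-0.45). Leukocyte markers (-0.11, adjusted p = 0.00837) and *Fth1* (-0.66) came to pass under DESeq2, and *Eif4e* (0.65) and *Mki67* (0.62) with library size. Over-represented sets among upregulated genes numbered 2 with the size factors of DESeq2 and with the minimum of 10 counts, each without DNA Repair.

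The genotypes share replicate numbers in the labels, but the samples share only a number. The correlation of the deviations of same-numbered samples was 0.0166 over genes as deposited and 0.0674 re-sorted. With the replicate block, 114 genes were called in the re-sorted table, 27 up and 87 down, and 0 sets were over-represented among upregulated genes and 0 RT-qPCR genes called. As deposited, the block gave 17337 calls, 4 lists past the threshold and a median of -1.49 for PI3K/AKT activation, which did not pass (adjusted p = 0.0568). The block leaves fewer degrees of freedom for the spread, and its lost calls say nothing about the size of an effect.

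Leaving out 1 sample leaves an arm of 1, so these 4 fits gave values and no calls or counts. As deposited, the log2 fold change of *Myc* ranged from 2.30 to 2.56 and the median of the Cell Cycle set from -1.14 to -0.96. The sign changed within these fits for *Muc2* in both tables (from -0.76 to 2.62 as deposited, from -2.52 to 0.32 re-sorted) and for the re-sorted *Muc6* (from -0.46 to 0.55) and *Bad* (from -0.12 to 0.069). Among the other results, 59 values as deposited and 33 re-sorted moved by more than the spread between replicates. Depth limits *Akt1*, *Muc6* and the other genes at 3 counts or fewer in a genotype to lower bounds of their folds.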

Differences from the paper's values

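The numbers of differentially expressed genes lay within 1.5 times the paper's in the deposited table. With the edgeR test, 18580 genes were called against the paper's 14930, 9422 upregulated against the paper's 6718 and 9158 downregulated against the paper's 8212. DESeq2 gave 19605, 9850 and 9755. Of the alternatives set before the data were examined, the minimum of 10 counts in every sample moved all 3 numbers beyond 1.5 times the paper's, to 8065, 4103 and 3962, and no setting reached the paper's values. The re-sorted table, chosen after seeing the values, gave 1892, 996 and 896, and the rows at the same place in both orders, also chosen after seeing the values, gave 132, 61 and 71.

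The paper reports cell cycle and DNA replication among the terms of upregulated genes (Fig. 4C). In the deposited table the Cell Cycle set was over-represented among the genes called lower, with 52.3% of its members (not with a minimum of 10 counts, adjusted p = 0.219), and its median log2 fold change was -1.02. In the re-sorted table it was over-represented among the genes called higher, with a median of 0.30. The paper lists DNA repair and apoptosis among the terms of downregulated genes, and in the re-sorted table DNA Repair had a median of 0.36 with 0 members called lower, and Apoptosis was not over-represented.

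By RT-qPCR the paper reports *Akt1* as higher and *Eif4ebp1* as lower in *Atp4b-cre; Myc OE* mice (Fig. 5C). In the deposited table *Akt1* was at least 3535-fold lower and *Eif4ebp1* was higher, with a log2 fold change of 0.78. The paper reports *Mtor* as higher (Fig. 5C) and *Smad2*, *Smad3*, *Smad4* and *Cdh1* as lower (Fig. 4D), which are also the directions of the deposited rows. In the re-sorted table *Mtor* was lower (log2 fold change -0.94), *Eif4ebp1* was higher (0.71), and *Smad3* (0.26), *Smad4* (0.23) and *Cdh1* (0.10) had the other sign without passing the thresholds. Of the 13 genes assayed by RT-qPCR, 11 had the sign of the RT-qPCR result in the deposited table and 8 in the re-sorted table. As deposited, 9 were called in the paper's direction, 2 in the other, and 2 were not called. After re-sorting, 2 were called in the paper's direction, 2 in the other, and 9 were not called. The paper reports *c-Myc* as overexpressed by RT-qPCR and western blotting (Fig. 1C) and by immunostaining. The mouse *Myc* row had a log2 fold change of 2.38 as deposited and of -0.35 after re-sorting.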

Other observations

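Each test in this part was chosen after the result it bears on had been seen, except those of normalization and of the omitted WT sample on the parietal and MYC target lists. Values are from the re-sorted table unless the deposited one is named, and adjusted p-values of lists are from limma's camera.

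Markers of parietal, chief and endocrine cells were lower in *Atp4b-cre; Myc OE* mice. The median log2 fold change was -3.94 over 12 parietal markers (adjusted p = 1.92e-19, 12 called lower), -4.44 over 5 tested chief cell markers (adjusted p = 2.42e-06, 4 called lower) and -1.94 over 8 endocrine markers (adjusted p = 2.24e-07, 7 called lower). Only 6 of the 8 chief cell genes were matched to the table. The parietal and chief lists also passed under fry (adjusted p = 0.00548 and 0.0162), and the endocrine list did not (0.0652). *Atp4a* had 257861 and 221767 counts in WT and 4696 and 8359 in transgenic samples, and *Pgc* had 2718249 and 2139907 against 35380 and 63711. *Esrrg*, the only parietal marker at the same place in both orders, fell by 3.95 on the log2 scale. Normalization does not account for the fall, since the scaling that moved the parietal median closest to 0 left it at -3.71, nor does the sex of the WT samples, since it was -3.91 without WT replicate 2. Less glandular tissue would lower the mucous neck list alike, and its median was 0.53 over 3 genes (adjusted p = 0.574). This median lay between -0.26 and 1.04 when each sample was left out. The surface mucous list fell, with a median of -1.81 (adjusted p = 0.000235), so less glandular tissue was not excluded. A loss of parietal and chief cells, which the paper reports from histology at this age as slight, may underlie these values as a hypothesis. Whether the cells or their transcripts were lost was not tested.

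MYC target and cell cycle lists were higher in *Atp4b-cre; Myc OE* mice, while mouse *Myc* was not. The median was 0.77 over 57 MYC targets (adjusted p = 1.55e-19, 39 called higher, 45 adjusted over the list alone), 0.73 over 96 cell cycle genes (adjusted p = 3.25e-19) and 0.64 over 40 DNA replication genes (adjusted p = 1.96e-09). None of these 3 lists passed under fry, with adjusted p-values of 0.0602, 0.0602 and 0.0652. In the deposited table the MYC target median was -0.25 (adjusted p = 0.181). The scaling that moved the MYC target median closest to 0 left it at 0.75, and it was 0.75 without WT replicate 2. A smaller share of parietal cells alone would raise the markers of the other cell types alike, and the endocrine median was -1.94. The endocrine list is itself one of those that fell, so its median does not exclude a wider change in cell mix. For *Myc*, at -0.35, the counts alone cannot tell reads of the human transgene not assigned to the mouse gene from an absence of overexpression. The table has no row for the transgene, and the paper reports overexpression by RT-qPCR, western blotting and immunostaining. Activity of the transgene may raise these lists as a hypothesis.

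Of the other lists, surface mucous (median -1.81, adjusted p = 0.000235), pancreatic acinar (-1.69, adjusted p = 0.000363), adipocyte (-4.66, adjusted p = 0.000219), blood (-2.41, adjusted p = 0.0138) and smooth muscle markers (-0.56, adjusted p = 0.0425) were lower. SPEM markers (0.55, adjusted p = 0.00711) were higher. None of these 6 passed under fry. Under DESeq2 the pancreatic acinar (-0.95, adjusted p = 0.0521) and smooth muscle lists (-0.57, adjusted p = 0.158) did not pass, nor did the smooth muscle list with the replicate block (-0.61, adjusted p = 0.0572). The PI3K-Akt core (-0.11, adjusted p = 0.376), mTOR core (0.03, adjusted p = 0.962), intestinal (-0.01, adjusted p = 0.574), forestomach squamous (0.78, adjusted p = 0.214), skeletal muscle (2.44, adjusted p = 0.645) and leukocyte lists (-0.04, adjusted p = 0.280) did not differ detectably, except that the leukocyte list passed under DESeq2 (-0.11, adjusted p = 0.00837). Single samples decided several of them. Without transgenic replicate 2 the skeletal muscle median was -4.28, the squamous -0.52, the adipocyte -7.59, the smooth muscle -1.20, the SPEM 1.01, the intestinal 0.53, the leukocyte 0.28 and the mTOR core 0.0094. Without transgenic replicate 1 the smooth muscle median was -0.19, the SPEM 0.33, the intestinal -2.0, the leukocyte -0.44, the squamous 1.23 and the PI3K-Akt core -0.032. Without WT replicate 1 the blood median was -1.02, the smooth muscle -0.26, the squamous 1.21, the intestinal 0.19, the leukocyte -0.25 and the mTOR core 0.068. Without WT replicate 2 the squamous median was 0.40, the intestinal -0.39, the leukocyte 0.043, the mTOR core -0.027 and the PI3K-Akt core -0.061. In that fit the blood median was -3.07, the smooth muscle -0.84 and the adipocyte -3.50. The adipocyte median was -3.78 without transgenic replicate 1 and -5.30 without WT replicate 1. *Muc2* had 1553 and 663 counts in WT and 1485 and 273 in transgenic samples, and *Muc5ac* was lower (log2 fold change -2.46, adjusted p = 0.0303 from edgeR's quasi-likelihood test, 0.0541 with the replicate block). The tuft cell genes *Trpm5* (2.34, adjusted p = 0.0228), *Dclk1* (1.92, adjusted p = 0.0254) and *Pou2f3* (1.86, adjusted p = 0.0311) were higher, and were looked up after the other values had been seen. No biological explanation was tested for these values.

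The WT samples differ in sex-linked genes. WT replicate 2 had 17846 counts of *Xist* and at most 8 of each of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*), which had 845 or more in each of the other 3 samples. A female mouse in WT replicate 2 is a candidate explanation for these counts. With 1 such sample among 4, effects of sex cannot be separated from the spread within WT.

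*Hbb-b1* had 636 and 461 counts in WT and 3 and 4 in *Atp4b-cre; Myc OE* samples, and *Hbb-b2* had 129 and 151 against 0 and 0, at least 59.5-fold lower. Less blood would lower the beta-globin genes alike, but *Hbb-b1* made up 18.0% and 40.5% of the *Hbb-b1* and *Hbb-bs* counts in WT and 0.885% and 0.830% in transgenic samples. A strain variant at the beta-globin genes cannot be told apart from an effect of the transgene, since the table holds no genotypes. *Hbb-b2* and *LOC108169202* (at least 165-fold lower) were the 2 genes with at least 100 counts in both WT samples and at most 3 in both transgenic samples.

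Families of neighbouring names show how far directions depend on the row order. Of 351 tested genes whose names begin with Zfp, 285 (81.2%) were called lower and 53 (15.1%) higher in the deposited table, against 2 (0.570%) and 6 (1.71%) in the re-sorted table. *Gapdh* had 1229 and 911 counts in WT and 0 and 1 in the deposited transgenic columns, against 859 and 1378 after re-sorting.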
